A study of Homo sapiens with 4 samples. Its data were reported in "An ancient enhancer rapidly evolving in the human lineage promotes neural development and cognitive flexibility" (2025).

How the data were processed

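Chromosome conformation capture sequencing (Hi-C) had been carried out on H9 cells, an established human embryonic stem cell (hESC) line, and on neuroectodermal cells obtained from it by differentiation. The groups were taken from the sample labels: 2 hESC libraries and 2 neuroectoderm libraries, numbered replicate 1 and 2 in each group. The headers of the matrices name the same source directory for both cell types at each replicate number, so the assignment of matrices to cell types rests on the labels, and an exchange of the cell types as a whole could not be tested.

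Per the methods of the study, the authors cross-linked the cells with formaldehyde, prepared libraries with a commercial Hi-C kit, sequenced both ends on an Illumina instrument, aligned the ends separately to hg38 with bowtie2, removed reads of low mapping quality and duplicates, and built contact matrices with HOMER. The deposited values are a contact signal with no unit of reads. Each matrix held 2000 by 2000 bins of chromosome 17, with bin names from 1000000 to 2999000 in steps of 1 kb. The matrices were symmetric, and all bins with any value summed to the same total within a library (13360 in hESC replicate 1 and 6178 in neuroectoderm replicate 1), so they had been balanced within each library by the authors but not scaled between libraries. Contacts outside this region were not analysed here, and no compartment analysis was run because a whole chromosome was not covered.

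The bins overlap. The bins with no value in any library were compared with the places where alternate contigs of hg38 align (minimap2 2.31, preset asm5, alignments of at least 10000 bp, gaps of 1000 bp or more left out), and among the window widths tried 10 kb gave the fewest mismatched bins (28 of 2000 with 5000 bp left of the bin name, and 30 with 4500 bp; 32 for the best placement of 5-kb windows). A start 4500 bp left of the bin name was used. These data do not separate the 2 placements, and the margin over 5-kb windows is also small. The width of 10 kb was therefore assumed and not settled by this fit. The study names contact matrices at 1-kb and 10-kb resolution. Non-overlapping windows were then taken every 10 bins in register with the window that holds HAR123, and 148 of them had values in all 4 libraries.

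Since each balanced value is a read count times a factor for each of its 2 bins, the factors were estimated by fitting whole multiples, and read pairs were recovered from the values. In each library 100% of the values above 0 came out within 0.1 of a whole number. Counts on the diagonal were all even and were halved. Intervals and floors computed from these read pairs (95% level; a floor of 3 read pairs) cover counting error only, as the reads carry no molecular identifiers. On balanced matrices made from known read pairs the procedure returned 100% of 1344277 cells above 0 for the hESC replicate 1 matrix.

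For each pair of windows the expected contact was the mean deposited value over all pairs of bins at the same distance in the same library, and observed over expected values and percentiles were taken against it. Because the expectation comes from balanced values, it accounts for distance and for the totals of both windows. It was also expressed in read pairs, and an exact one-sided Poisson test was applied per library, with Benjamini-Hochberg adjustment over the 145 windows at least 20 kb from HAR123; such a test describes the reads of that library only. When reads were drawn from the expectation of hESC replicate 1, with 200 of 5428 window pairs raised 5-fold, the test recovered 86.5% of the raised pairs. Only window pairs with more than 1 read pair expected entered, and no contact domains were simulated. The figure therefore does not hold for windows with fewer expected or for the neuroectoderm libraries.

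Neuroectoderm was compared with hESC using limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(value + 1), after the total over window pairs at least 20 kb apart had been scaled to the mean of the 4 libraries. Window pairs entered when their mean was above the median of pairs with any value, all 4 libraries entered the fit, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Changes are on the log2(value + 1) scale, which understates those of low pairs. The design had foreseen read counts or normalized values and this is the test it named for the latter. The script was tested on simulated data drawn at the depth of the libraries: of 188 tested pairs changed 8-fold, 0% were called, and with 100 times the reads 100% of 200 pairs changed 4-fold were called, with 7.41% of all calls false. Two-sided permutation of 2 against 2 libraries cannot go below 0.333 and was not used.

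HAR123 was placed by matching the guide sequences of the study to hg38, and genes by GENCODE 44, or by the RefSeq table for GRCh38.p14 for LOC101927839. The windows of HAR123, HIC1, MIR212 and MIR132, the start of full-length SMG6 and LOC101927839, which the study names, and of 6 other genes of the region (RTN4RL1, SRR, SGSM2, MNT, METTL16 and RPA1), which its text does not name, were fixed before the data were examined. Other windows in the text were named for their values; window pairs were to be added by the largest change among those past the threshold, and none passed. For values that are not counts, the design named the percentile of a HAR123 contact but no threshold; the percentile of 95 that defines an interacting window was chosen after the data were seen. The stricter rule that the design held for counts is given among the alternatives. Where the design counts in bins, these non-overlapping windows were used. Insulation was the log2 of the mean observed over expected value between the 10 windows on either side of a window. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used for the remaining steps.

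The alternatives were other scalings, filters and pseudocounts, the replicate number as a block, merged windows, leaving out each library, other expectations and thresholds for HAR123, and other insulation sizes. Added after the data were seen were voom and limma on the recovered read pairs, scaling with pairs inside one window included, windows next to stretches without values left out, shifted windows, reads of both replicates summed for the observed over expected values and for the change between HAR123 and HIC1, other percentiles, and strict thresholds on the recovered read pairs.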

Results

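Hi-C measures how often pairs of genomic positions lie close enough in the nucleus to be joined by ligation. It was applied here to H9 hESCs (2 libraries) and to neuroectodermal cells derived from them (2 libraries), in order to find which sites the enhancer HAR123 contacts. The deposited matrices cover a part of the short arm of chromosome 17 around HAR123. Over the 148 non-overlapping 10-kb windows with values in all libraries, hESC replicate 1 held 57025 read pairs, hESC replicate 2 held 57554, neuroectoderm replicate 1 held 35199 and neuroectoderm replicate 2 held 35484. Window pairs at least 20 kb apart held 2.91 and 2.93 read pairs on average in the hESC libraries, and 1.42 and 1.47 in the neuroectoderm libraries. Single window pairs therefore rest on few reads, and the neuroectoderm libraries are the less precise.

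Part of the region could not be measured. In hESC replicate 1, 523 of the 2000 bins had no value, in 3 stretches with bin names 1000000 to 1189000, 1301000 to 1444000 and 1574000 to 1762000. The number of empty bins was 522 in hESC replicate 2, 507 in neuroectoderm replicate 1 and 510 in neuroectoderm replicate 2.

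The share of read pairs with both ends inside one 10-kb window was 30.1% ± 0.24 (SD, n = 2) in hESC and 44.1% ± 0.80 (SD, n = 2) in neuroectoderm, a difference far above the spread between replicates. The Wilson 95% interval was 29.6% to 30.3% for hESC replicate 1 and 43.1% to 44.1% for neuroectoderm replicate 2. Read pairs at least 20 kb apart made up 54.7% ± 0.10 (SD, n = 2) of all read pairs in hESC and 43.8% ± 0.75 (SD, n = 2) in neuroectoderm. Most of this difference came from the pairs within a window: when these were left out, the shares were 78.3% ± 0.12 (SD, n = 2) and 78.4% ± 0.23 (SD, n = 2). Among read pairs between windows, those 50 or more windows apart made up 6.26% ± 0.11 (SD, n = 2) in hESC and 7.75% ± 0.11 (SD, n = 2) in neuroectoderm.

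**Figure D1:**
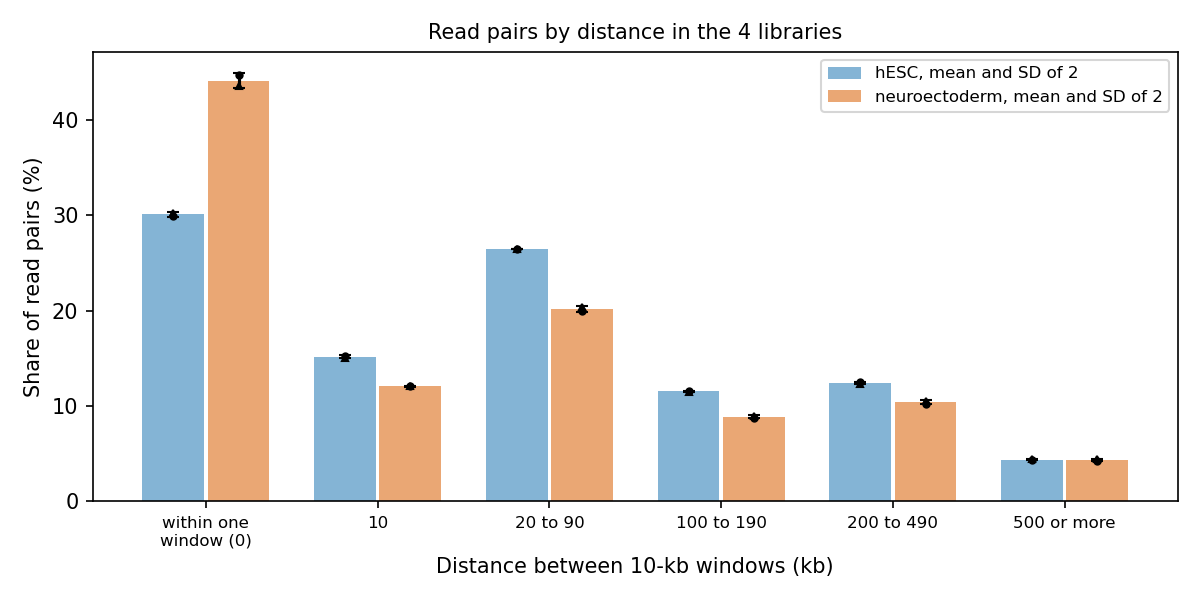
Share of read pairs (%) by the distance between the 10-kb windows that hold their ends (kb), in hESC (blue) and neuroectoderm (orange); bars are means of 2 libraries, error bars are the SD, circles are replicate 1 and triangles replicate 2. The share within one window is 30.1% in hESC and 44.1% in neuroectoderm.

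Replicates were compared before they were averaged. Over window pairs at least 20 kb apart, the 2 hESC libraries differed by a chi-square of 0.999 per degree of freedom (p = 0.503, 1622 window pairs) and the 2 neuroectoderm libraries by 0.963 (p = 0.764, 761 window pairs), so that both pairs of replicates agreed within sampling noise. Libraries of different cell types gave values from 1.27 to 1.30 per degree of freedom. The share within one window did not differ between the hESC libraries (Fisher's exact test, two-sided p = 0.216) but differed between the neuroectoderm libraries (Fisher's exact test, two-sided p = 0.00257); over 10 placements of the windows the latter p ranged from 0.00149 to 0.0546. Each group has a single pair of replicates, so no other pair of the group can serve as a reference, and the libraries were kept as 2 samples per group as labelled. For contacts at least 20 kb apart their spread is mainly counting error and may not include variation between cultures. For the share within one window in neuroectoderm it exceeded counting error by Fisher's exact test at p under 0.05 in 9 of 10 placements. A chi-square over all neuroectoderm window pairs, within a window included, gave 0.984 per degree of freedom (p = 0.639, 1054 window pairs). With so many window pairs it is too blunt to show a shift in a single share, so it does not decide this. The correlation of log2 observed over expected values across window pairs, which are not independent replicates, was 0.20 between the hESC libraries and 0.20 between the neuroectoderm libraries; for the deposited values, which share the fall with distance, it was 0.88 and 0.78. Between libraries of different cell types these correlations ranged from 0.17 to 0.19 and from 0.808 to 0.815, so they barely separate replicates from different cell types.

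HAR123 was located through the 2 guide sequences used to delete it. They match chromosome 17 (hg38) once each, at 2238190 to 2238209 on the minus strand and at 2238967 to 2238986 on the plus strand, and both matches are followed by an NGG motif. The interval lies in intron 9 of the 18 introns of SMG6 (transcript ENST00000263073.11), which runs from 2236638 to 2244657. HAR123 therefore fell in the window from 2233501 to 2243500, and all contacts below are those of this 10-kb window and not of the element alone.

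The first question was which windows HAR123 contacts more than their distance predicts. A window was counted for a cell type when its contact was at or above percentile 95 of pairs at the same distance in both replicates; by chance, 0.363 of the 145 windows would be. In hESC 2 windows met this, from 2053501 to 2063500 and from 2093501 to 2103500, and in neuroectoderm 1 window met it, from 2053501 to 2063500. In at least 1 library, 12 windows in hESC and 17 in neuroectoderm met it. Some would do so by chance, and no chance number was computed for this count, so it says little about differences between replicates. The rule was sensitive to the percentile, set after the data were seen. At 99, 0 windows in hESC and 1 in neuroectoderm, that from 2053501 to 2063500, remained. The same windows had Benjamini-Hochberg adjusted p-values under 0.05 in both replicates by the exact Poisson test on recovered read pairs, 2 in hESC and 1 in neuroectoderm.

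The window from 2053501 to 2063500 holds the whole of HIC1 (ENSG00000177374.13; 2054154 to 2063241, plus strand), a gene for a transcriptional repressor, and lies 180 kb from the HAR123 window. It also holds the end of SMG6 (2059839 to 2303785, minus strand), so contacts with HIC1 and with that end cannot be separated there. Its observed over expected contact with HAR123 was 4.30 ± 0.80 (SD, n = 2) in hESC and 6.02 ± 1.09 (SD, n = 2) in neuroectoderm, the highest mean over the 4 libraries of all 145 windows. These values rest on 15 and 10 read pairs in hESC, where 3.09 and 2.68 were expected, and on 10 and 9 read pairs in neuroectoderm, where 1.47 and 1.71 were expected. The exact Poisson 95% intervals were 2.72 to 8.02 for hESC replicate 1, 1.79 to 6.87 for hESC replicate 2, 3.26 to 12.5 for neuroectoderm replicate 1 and 2.40 to 9.98 for neuroectoderm replicate 2. By the exact one-sided Poisson test, adjusted by Benjamini-Hochberg, the p-values were 6.86e-05 and 0.0228 in hESC and 0.000504 and 0.011 in neuroectoderm. The ratio fell most in hESC with the expectation from distance alone, to 2.85. In neuroectoderm it fell most with HIC1 summed with the window on either side, to 3.09. Among the 145 windows the ratio of HIC1 ranked 2 and 5 in the hESC libraries and 1 and 4 in the neuroectoderm libraries.

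The second window in hESC, from 2093501 to 2103500, lies inside SMG6, 140 kb from HAR123. It held 25 and 20 read pairs in hESC, where 6.83 and 7.32 were expected, and 7 and 8 in neuroectoderm. By the exact one-sided Poisson test its adjusted p-values in hESC were 1.0e-05 and 0.00583. These are lower than those of HIC1 in hESC, although the ratios of HIC1 are higher. With the expectation from distance alone it was the only window called in hESC. Its observed over expected value was 3.20 ± 0.65 (SD, n = 2) in hESC and 2.27 ± 0.11 (SD, n = 2) in neuroectoderm; whether the cell types differ there was tested only as one of the window pairs below. More generally, the contacts of HAR123 leaned toward lower coordinates, the side of HIC1. At 100 to 200 kb, hESC replicate 1 had 129 read pairs on that side and 37 on the other, and hESC replicate 2 had 110 and 27. Neuroectoderm replicate 1 had 52 and 17, and neuroectoderm replicate 2 had 51 and 14. The mean observed over expected value on the side of HIC1, both called windows included, was 2.32 and 2.12 in hESC. The Poisson test took no account of this raised level. The window from 2093501 to 2103500, at 3.66 and 2.73 in the hESC replicates, was not compared with its surrounding pairs.

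**Figure D2:**
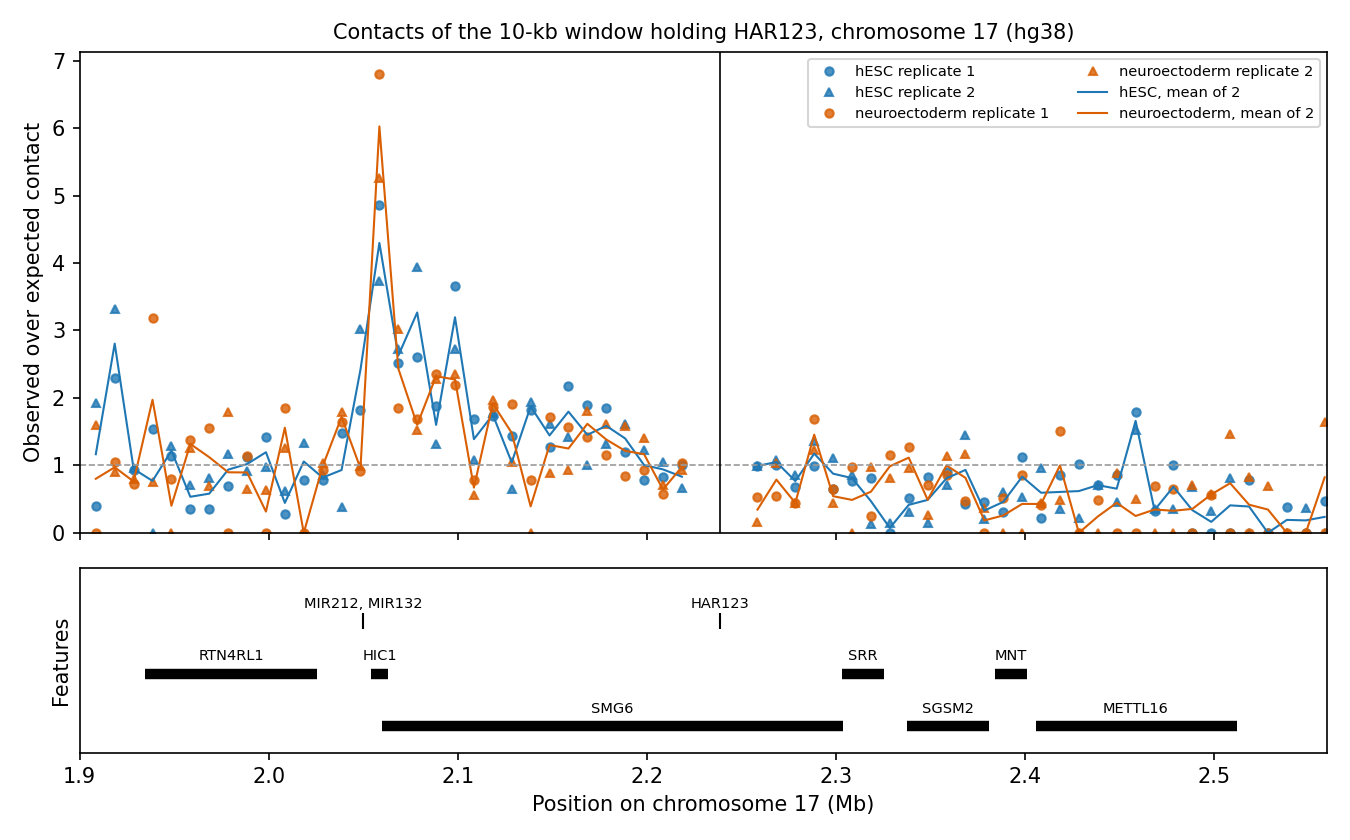
Observed over expected contact of the HAR123 window with other 10-kb windows (upper panel) against position on chromosome 17 (Mb, hg38), with the features named in the text drawn to scale below; circles are replicate 1, triangles replicate 2, lines the means of 2 libraries, blue hESC and orange neuroectoderm, and the vertical line marks HAR123. The window of HIC1 stands at 4.30 in hESC and 6.02 in neuroectoderm.

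The other named loci were closer to the expectation. The window of MIR212 (ENSG00000267195.1; 2050271 to 2050380) and MIR132 (ENSG00000267200.1; 2049908 to 2050008), which lies next to that of HIC1, gave 2.42 ± 0.85 (SD, n = 2) in hESC and 0.96 ± 0.05 (SD, n = 2) in neuroectoderm, with 7 and 10 read pairs in hESC and 2 and 2 in neuroectoderm. The neuroectoderm value is not stable, as it rose to 2.58 when all windows were moved by 1 kb. The window with the start of full-length SMG6 (ENSG00000070366.14; position 2303785, minus strand) gave 0.81 ± 0.07 (SD, n = 2) in hESC. In neuroectoderm it gave 0.98 from 4 read pairs in replicate 1 and 0 in replicate 2, where 0 read pairs allow a value of up to 0.782. The gene starts of RTN4RL1, SRR, SGSM2, MNT, METTL16 and RPA1 lay in windows with between 4 and 22 read pairs over the 4 libraries, and their group means ranged from 0.41 to 1.79. The window of LOC101927839 (2232678 to 2233610) adjoins that of HAR123, so that contact between them could not be separated from nearness.

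The second question was whether contacts differ between the cell types. Of 4525 window pairs tested with limma, 0 had a Benjamini-Hochberg adjusted p-value under 0.05, and 231 (5.10%) had an unadjusted p-value under 0.05; the replicate block, the alternative that moved the count most, gave 2. At this depth the test could not detect even large changes, since none of the simulated 8-fold changes was called. The HAR123 and HIC1 windows changed by 0.46 (SE 0.29) on the log2 scale from hESC to neuroectoderm, with an adjusted p of 0.802 by limma, a difference not detectable at this depth. Summing HIC1 with the window on either side moved this change most, to -0.012. The window pair of HAR123 with MIR212 and MIR132 changed by -1.14 (SE 0.47; limma adjusted p 0.798). The other named windows had adjusted p-values from 0.798 to 0.953 by limma.

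Insulation describes how few contacts cross a window, with low values at the borders of contact domains. At HIC1 the score was -0.97 ± 0.13 (SD, n = 2) in hESC and -1.10 ± 0.22 (SD, n = 2) in neuroectoderm. The neighbouring window of MIR212 and MIR132 had the lowest score of the 109 windows scored in all 4 libraries. At HAR123 the score was -0.19 ± 0.005 (SD, n = 2) in hESC and -0.038 ± 0.002 (SD, n = 2) in neuroectoderm, near the middle of the range. Going from HAR123 to higher coordinates the scores fell again, and the window with the start of full-length SMG6 stood at -0.67 ± 0.02 (SD, n = 2) in hESC and -0.73 ± 0.03 (SD, n = 2) in neuroectoderm. With 20 windows on either side in place of 10, the score at HIC1 rose to -0.049 in hESC and -0.26 in neuroectoderm, so the border at HIC1 is seen at the shorter scale.

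**Figure D3:**
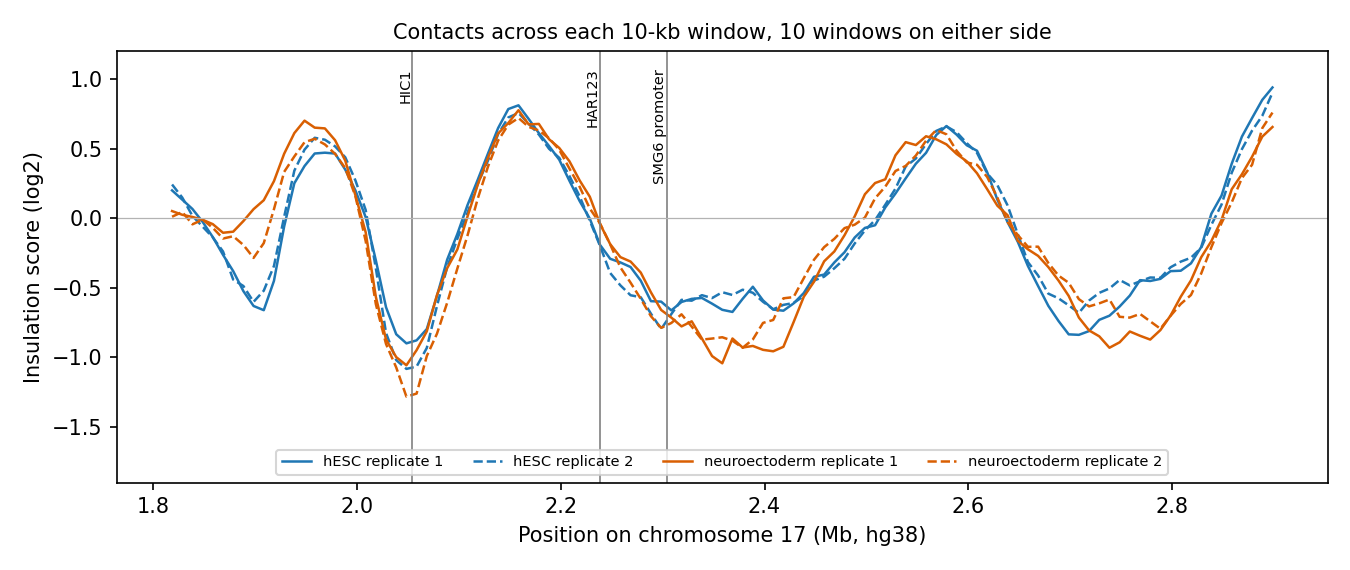
Insulation score (log2) of each 10-kb window against position on chromosome 17 (Mb, hg38), from contacts between the 10 windows on either side; solid lines are replicate 1, dashed lines replicate 2, blue hESC and orange neuroectoderm. All 4 libraries dip at HIC1, where the means are -0.97 and -1.10, and HAR123 lies on the slope between a peak and the lower scores near the start of full-length SMG6.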

Values the study reported

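The study described HAR123 as a sequence of 442 nucleotides. For Hi-C it called interactions with HOMER at P below 1e-10 and a z-score above 10. It reported interactions within SMG6, a locus of more than 200 kb, at a false discovery rate below 0.05, and named HIC1 as the most prominent site that interacts with HAR123. It also listed an interaction of HAR123 with the cluster of MIR212 and MIR132. Close to the promoter of full-length SMG6 it found no significant site.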

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

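Both items below come from bins that no comparison used, and the test for local sequence differences took its final form, with runs of 3 pieces, after a first result was seen. Inside the stretches where neither hESC library had any value, the neuroectoderm libraries held a few reads at 2 spots. In windows between 1125501 and 1142500 there were 9 read pairs in neuroectoderm (5 in replicate 1 and 4 in replicate 2), and between 1738501 and 1755500 there were 25 (15 and 10), against 0 in each hESC library. Both sums lie above the 3 read pairs that a count of 0 allows. Because balancing gives every bin the same total, these few reads carry large deposited values, with a factor per bin of up to 296 in neuroectoderm replicate 2. A local difference between chromosome 17 and the alternate contig aligned there may let reads keep enough mapping quality: the spots differ from the contig by up to 7 and 4 bases per kb, on average percentile 90.2 among runs of 3 pieces of 1 kb. That is high but not extreme, and it gives no reason for reads in neuroectoderm alone, so this explanation cannot be told apart from stray alignments with so few reads. The difference between cell types itself stays open.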

How the results depend on the processing

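The absence of called window pairs held under scaling within each distance, the upper quartile filter, no minimum, pseudocount 0.1, neighbours kept in, voom and limma on recovered read pairs, scaling with pairs inside one window, windows next to empty stretches left out, and windows moved by 1 to 9 kb; all but the first 5 were chosen after seeing the data. Merging windows gave 1 call and the replicate block gave 2. The correlation of same-numbered deviations was -0.0066 over 4525 window pairs. Replicate differences at these distances are mainly counting error, so this value cannot tell whether the replicate numbers pair the libraries. The cause of the block's calls was not tested. The planned test with size factors was not run, since the deposited values are a balanced signal, and voom on the recovered read pairs took its place; balancing had been done by the authors, and no calls were made in fits without 1 library, by choice, as these leave 1 library in a group. Compartments, other chromosomes and contacts between chromosomes were not analysed here.

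The log2 change between HAR123 and HIC1 stayed short of the threshold in every fit that gave a p-value, with adjusted p from 0.629 to 0.996. It turned to -0.010 with merged windows and to -0.012 with 1 window on either side of HIC1, and ranged from 0.23 to 0.70 across the 4 values that each left out one library. Its direction is therefore not settled. Merged and widened windows take in MIR212 and MIR132, whose own change was -1.14. It fell to 0.18 with windows moved by 1 kb, and to 0.024 when pairs inside one window entered the scaling; these 2, the merged windows and the summed reads were chosen after seeing the data. With reads summed per cell type the change was 0.46, with an exact 95% interval from -0.48 to 1.38.

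The contact of HAR123 with HIC1 stayed above 1 under all alternatives run. It was 2.85 in hESC and 4.39 in neuroectoderm with the expectation from distance alone, and 3.11 and 3.09 with 1 window on either side. Leaving out a replicate gave 3.73 to 4.86 in hESC and 5.25 to 6.80 in neuroectoderm.

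The number of interacting windows depends strongly on the rule. For hESC it was 12 in at least 1 replicate, 8 on summed replicates and 1 with distance alone (not that of HIC1). With merged windows it was 1, and with windows next to empty stretches left out it was 3. It was 6 at percentile 90, 0 at percentile 99 and 7 in each replicate by itself. For neuroectoderm it was 17 in at least 1 replicate, 5 on summed replicates, 2 with merged windows, 3 at percentile 90, and from 8 to 10 in the replicates by themselves. A percentile rule passes some pairs at a distance whatever the data. The counts in at least 1 replicate, on summed replicates and in single replicates therefore include windows expected by chance. No chance number was computed for these counts, so they are not numbers of established contacts. The other percentiles and the setting without windows next to empty stretches were chosen after seeing the data. At p under 1e-10 and z above 10 on the recovered read pairs of single libraries, 0 windows were called in either cell type. This is the rule the design held for counts, and the result was the same whether distance was used or ignored. The reads of both replicates were not summed for this rule. By comparison, 2 windows in hESC and 1 in neuroectoderm had an adjusted p under 0.05 in both replicates. The largest z was 7.03 with distance used and 8.95 with distance ignored. The expectation here comes from this region alone, and whether a background from the whole genome would change this was not tested.

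Without pairs inside one window, the share at 20 kb or more was 78.3% in hESC and 78.4% in neuroectoderm, so the difference in this pooled share lies in those pairs; shares at single distances still differed. Insulation at HAR123 was -0.25 and 0.022 with 5 windows on either side, and -0.054 and -0.14 with 20, for hESC and neuroectoderm; at HIC1 it was -1.25 in hESC with 5, and -0.049 and -0.26 with 20. The order of the cell types at HAR123 thus changed with the scale, and the cause was not tested. For the other named windows, 58 of the 64 alternatives that kept both replicates moved by no more than the SD between replicates, which is itself large for windows with few reads. Depth limits most of these results: the contact of HAR123 with HIC1 rests on 9 to 15 read pairs per library.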

Other observations

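Of the tests below, only that for a deletion was fixed before its result was seen; that for window totals was planned, but the rule for reading it was changed afterwards, and the others were chosen after. The 3 stretches without values match places where hg38 also has alternate contigs: 96.7% of 508 bins whose window lies inside aligned contig sequence were empty in all 4 libraries, and 0 of 1431 bins outside. This is consistent with reads having been lost to the mapping quality filter where the genome holds a second copy. A loss of these stretches from both chromosomes of the cells would bring their flanks together, but read pairs across 2 of them were 0.327 of the number this predicts (0.51 and 0.18 for each). Across the stretch from 1301000 to 1444000, read pairs were 1.90 times the number expected at their distance on the reference (95% interval 1.72 to 2.09), and across that from 1574000 to 1762000 they were 0.87 times that number. The excess across the former is unexplained, and a loss of one copy was not tested. Genes in these stretches are outside what the matrices measure, and bins at their edges carry inflated values.

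The larger share within one window in neuroectoderm sits at very short separations. Unmixing the overlapping bins gave 1.76 times as many read pairs in neuroectoderm as in hESC inside the same 1-kb bin, 0.774 times in the next bin and 0.406 times at 2 to 7 kb, below the 0.471 found for windows 20 to 90 kb apart. A general shift of contacts to shorter distances would have raised the pairs at 2 to 7 kb. Read pairs from a single fragment or from neighbouring ends, which carry little contact information, may explain the excess; how the libraries were made and the cell type are not separable here.

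The contact between HAR123 and HIC1 stands out locally. Summed over the 4 libraries it had 44 read pairs against 8.95 expected. That ratio was the highest of the 1093 pairs at 180 kb, although these overlap and far fewer of them are independent. It was 2.90 times that of the 40 surrounding window pairs, which argues against a general enrichment inside one domain as the whole cause, and 2.52 times that of HIC1 with other windows near HAR123. Without balancing the ratio over the 4 libraries was 3.37 (95% interval 2.45 to 4.53), which argues against the authors' balancing as the whole cause. The hESC call did depend on balancing: with the expectation from distance alone (ratio 2.85) the HIC1 window was no longer called in hESC. In neuroectoderm (ratio 4.39) the HIC1 window was still called. HIC1 lies at the lowest stretch of insulation, so a contact between domain borders may be involved; HAR123 itself is not at a minimum, and no test here separates an enhancer contact from a structural one. The position was chosen from the study, which used these data, so this is not independent evidence.

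Although 0 window pairs were called, the read pairs of the cell types differed beyond counting noise, with a chi-square of 2464 on 1647 degrees of freedom. Giving each distance its own ratio left 1.48 per degree of freedom. Giving each window its own ratio as well left 1.14 (chi-square test over 1648 window pairs, p = 4.95e-05). The degrees of freedom were reduced only by the proportion of window pairs tested, so 1.14 may be too low. Window totals thus took up a part of the difference that is not settled, but not all of it. The log2 ratio of window totals had an SD of 0.24 between the cell types, against 0.11 and 0.13 between replicates. GC content does not account for this, since the SD was still 0.228 after GC was removed. Among the windows chosen for their values, the lowest ratios in neuroectoderm were at MNT (-0.66), MYO1C (-0.59) and RTN4RL1 with DPH1 (-0.55), and the highest at INPP5K (0.65), BHLHA9 (0.63) and TRARG1 (0.57). Such totals are divided out by balancing, and a cause in the chromatin of the cells or in library preparation remains possible and was not tested.

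Over window pairs at least 20 kb apart, both pairs of replicates were as alike as counting allows, and it cannot be told apart whether the files of a cell type come from separate cultures or from one library. The share within one window gave two-sided Fisher's exact p-values of 0.216 for hESC and 0.00257 for neuroectoderm. With the windows moved by up to 9 kb the latter ranged from 0.00149 to 0.0546 and was under 0.05 in 9 of 10 placements, against 0 of 10 for hESC. This weighs against a single neuroectoderm library, but the placements share their reads and the share was picked after the data were seen, so it stays open.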
